A study of Mus musculus with 4 samples. Its data were reported in "Comparing neoantigen cancer vaccines and immune checkpoint therapy unveils an effective vaccine and anti-TREM2 macrophage-targeting dual therapy" (2024).

How the data were processed

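CD8 T cells that bound the mLama4 tetramer were sorted from Y1.7LI melanomas of mice given a control antibody, antibodies to CTLA-4 or PD-1 or both, a control SLP vaccine or the mLama4 SLP vaccine. Tumors were transplanted on day 0 and harvested on day 15. The authors made 5' single-cell libraries, ran Cell Ranger against mm10 and deposited, for each of the 4 libraries, a matrix of raw UMI counts per gene and cell barcode that had not been normalized. The ICT library's matrix also holds counts of 3 hashtag antibodies, tied to treatments by a deposited table. In that table the feature name of the hashtag of the combination repeats another hashtag's, so its feature ID was used. Every deposited barcode had at least 500 UMIs.

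Cells with at least 500 UMIs and at most 10% mitochondrial UMIs were kept, as in the study. This kept 4590 of 4879 control mAb, 4923 of 5361 ICT, 6853 of 7155 control vax and 7896 of 8464 neoAg SLP vax barcodes. ICT cells were assigned with HTODemux in Seurat 5.3.0 (positive quantile 0.99): 1826 anti-CTLA-4, 1591 anti-PD-1 and 953 combination ICT cells. The 551 hashtag doublets and 2 negative cells were removed. Doublets of cells from the same treatment could not be removed in this way, and the other libraries carry no hashtags, so they keep all of their doublets. Scrublet in scanpy 1.11.5 was run per library as an alternative, at an expected 0.8% per 1000 cells. Its automatic threshold called 2, 0, 1 and 0 cells, so removal of its calls tests little. Removal of the highest scores, up to the expected number, was added after the data were seen. That number may be too low: it was 3.94% of the ICT library, where hashtags called 551 of 4923 cells as doublets.

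The 23709 cells were clustered in Seurat (R 4.3.3, Matrix 1.6.5): log normalization, genes in at least 3 cells, 2000 variable genes, reciprocal PCA integration of the 4 libraries, 30 principal components and resolution 0.8. Genes of the lists below and T cell receptor genes were kept out of the variable genes. A gene was a marker of a cluster when at least 1.5-fold higher than in the other cells and detected in at least 25% of the cluster's cells, and a class needed at least 3 of its markers. Each cluster took the class with most markers among its 10 leading genes by fold, with ties broken by the number of markers. This is the last of 3 versions of the rule, all tried after clusters were seen. The initial version, the highest share of markers, left a cluster in DNA replication unnamed, and a version that broke ties by share renamed a cluster rich in nuclear and mitotic transcripts at resolution 0.5. The clusters behind the reported shares take the same names under the last 2 versions. A stromal cluster of 87 cells was removed, which left 23622 cells. The class names are rebuilt from marker lists, so their borders differ from those of the study's clusters.

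Cells were counted per class and pool, with exact Clopper-Pearson 95% intervals. UMIs were summed over the cells of each pool and divided by the pool's total and are given in the usual unit of CPM (counts per M of total UMIs). Ratios of 2 pools have exact conditional binomial 95% intervals. A gene with no UMI in a pool is set to a floor of 3 counts, which is 0.445 CPM in combination ICT and 0.0271 CPM in neoAg SLP vax, and its ratio is given as a bound. Nothing here tests a difference, because each treatment was 1 pool and the variation between mice is not in the data. Reported shares of cells with a UMI were taken after thinning each cell to 3000 UMIs, the 10th percentile of the pool with the lowest median (combination ICT, 3011.6) rounded down to a multiple of 500. Shallower cells were left out. The 10th percentile of neoAg SLP vax was lower, at 2233.

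The 18 gene lists were fixed before the data were examined, as were the comparisons, the rule for naming genes, and the alternative settings listed at the end of the next paragraph. The lists cover inhibitory receptors, progenitor and memory genes, effector molecules, TCR activation, costimulation, interferon response, G1/S replication, G2/M mitosis, glycolysis, mitochondrially encoded respiration, ribosome biogenesis and MYC targets, residency, circulating effector cells, apoptosis, survival, cytokine receptors and homing, dissociation stress, and the 10 genes that the study's text names for combination ICT. Members with fewer than 50 UMIs over both pools were not measured. The median log2 ratio over members has an interval from 1000 Poisson resamples and a percentile among 10000 random lists matched on expression in 20 bins. Lists for macrophages, dendritic cells, B cells, CD4 and regulatory T cells, NK and innate lymphoid cells, gamma delta T cells, neutrophils, melanoma, stroma and erythroid cells were read in each pool. Genes named by size had at least 100 UMIs over both pools and were ranked by the interval bound nearest 0: the 12 highest and 12 lowest for neoAg SLP vax over control vax and for combination ICT over control mAb, and the 6 highest and 6 lowest for the other comparisons. T cell receptor, immunoglobulin, mitochondrial, ribosomal protein and predicted genes were not named. The rule gave 132 entries of 86 genes. Coordinates are from GENCODE release M21 (GRCm38, the same build as mm10), which has 32235 of the 32285 genes in the files.

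A cell's receptor beta V gene was the one with most UMIs, at least 2, among 35 V genes in the files, of which 24 were called. V genes were not among the planned measurements. Where Trbv29 cells were left out, cells with no V gene call were kept, and a second alternative, also added after the data were seen, kept only cells with a call of another V gene. The effective number of V genes is the inverse of the unbiased Simpson index, with a jackknife interval, for groups of at least 20 cells with a call. Cells with 2 V genes were counted after thinning each cell to 5000 UMIs and set against 2000 simulated doublets. The reported log2 ratios, scaled by total UMIs, lie below those under TMM factors (edgeR 4.0.16): they differ by -0.149 for control vax over control mAb, -0.225 for neoAg SLP vax over control mAb, -0.121 for neoAg SLP vax over combination ICT, -0.104 for combination ICT over control mAb and -0.076 for neoAg SLP vax over control vax. The alternative settings fixed in this way changed the clustering genes, integration, resolution (0.5 and 1.2), cell filter (at least 1000 UMIs and at most 5% mitochondrial UMIs), doublet and hashtag calling, scaling, cell weighting, the minimum UMI count, cycling cells and thinning depth.

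The interval method was tested on simulated Poisson counts with no variation between mice or between cells. Such counts meet the method's own assumption, so the coverage below checks the calculation only. Intervals on the real pools may be too narrow, since UMIs of a gene may cluster within cells and clones. Intervals of 12068 unchanged genes at the neoAg SLP vax over control vax depths held the true value in 94.9% of genes, and of 10463 at the combination ICT over control mAb depths in 95.4%. Genes 1.5-fold different lay on the true side of 0 in 100% and 88.1% of 67 genes each. Other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.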

Results

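The study compared neoantigen vaccination with immune checkpoint therapy (ICT) in the CD8 T cells that recognise a tumor neoantigen. Mice carried Y1.7LI tumors, a transplanted Braf-mutant melanoma line that expresses the mLama4 neoantigen, shown to CD8 T cells on MHC class I, and the mItgb1 neoantigen, shown on MHC class II. Treatment began on day 7 after transplant, and tumors were taken on day 15. CD8 T cells that bound a tetramer loaded with the mLama4 peptide were sorted from the tumors and profiled by droplet-based 5' single-cell RNA sequencing. The 4 libraries held 6 treatments. Control mAb, control vax (an irrelevant mAlg8 synthetic long peptide, SLP, with the adjuvant poly(I:C)) and neoAg SLP vax (the mLama4 SLP with poly(I:C)) each had a library. Anti-CTLA-4, anti-PD-1 and their combination (combination ICT) shared another library, in which hashtag antibodies marked the treatment of each cell. Mice received 200 µg of antibody on days 7, 10 and 13, or a vaccine of 10 µg SLP and 50 µg adjuvant on days 7 and 13.

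The control mAb, ICT, control vax and neoAg SLP vax libraries held 40932467, 41378924, 77641776 and 111166833 UMIs over 4879, 5361, 7155 and 8464 barcodes. After filtering, 4563 control mAb, 1819 anti-CTLA-4, 1582 anti-PD-1, 949 combination ICT, 6826 control vax and 7883 neoAg SLP vax cells were used. Median UMIs per cell in these pools were 6439, 6600, 6550.5, 6272, 9512 and 11681. Each treatment was 1 pool of cells, so no difference has a replicate check and no test was run. Intervals below are 95% and cover counting error only. A comparison of pools from different libraries also compares those libraries.

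Clustering without the genes of the lists used here gave 16 clusters. Of the 23622 cells used, those in clusters rich in Sell, Klf2 and Ccr7 were called naive/memory-like, those with Id3, Slamf6 and Xcl1 progenitor-like, and those with Ccl5 and Cxcr6 effector/exhausted-like. The remaining named classes were Bhlhe40-high-like (Bhlhe40, Dusp5, Junb), IFN-stimulated-like (Rsad2, Ifit1, Ifit3), cycling-like (5 clusters from DNA replication to mitosis) and ribosome biogenesis-like (Srm, C1qbp, Mrto4; 17 of the 20 cycling markers were also markers of this cluster). In the control mAb pool the largest class was naive/memory-like, at 30.8% of cells, followed by effector/exhausted-like at 22.3% and cycling-like at 19.0%. IFN-stimulated-like cells made up 6.38% of that pool, ribosome biogenesis-like cells 3.16%, Bhlhe40-high-like cells 2.78% and progenitor-like cells 2.63%. Clusters with few UMIs per cell and fewer than 3 markers of any class stayed unnamed and held 9.59 to 13.6% of each pool.

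**Figure D1:**
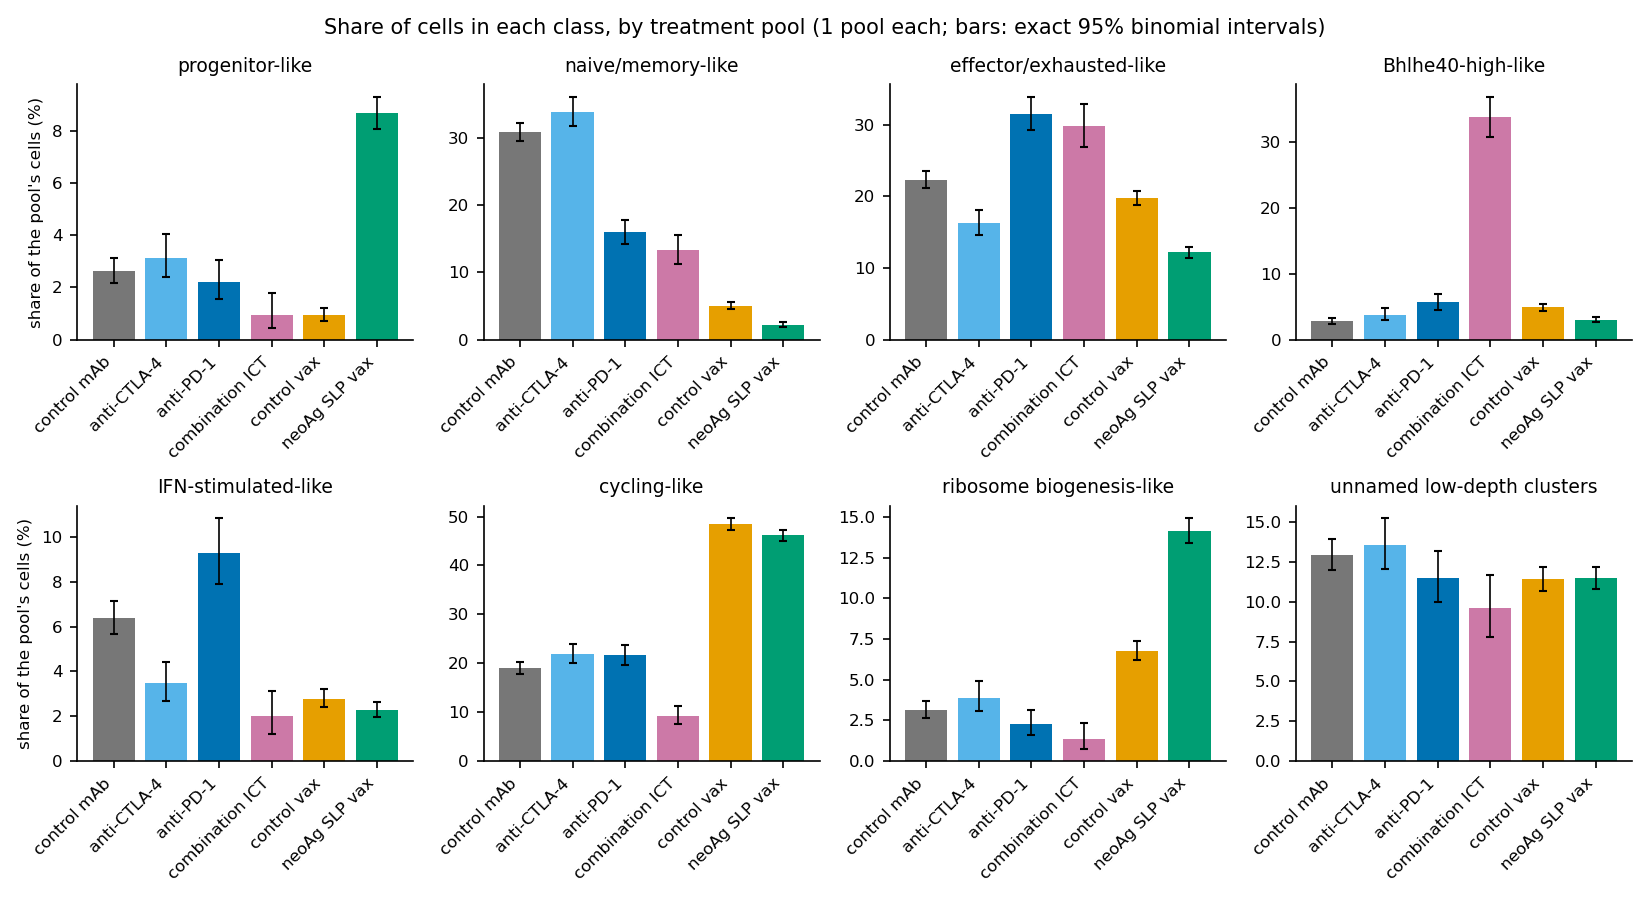
Share of each treatment pool's cells (y axis, %) in each class (1 panel per class), with a bar for each of the 6 pools (x axis) and whiskers for exact binomial 95% intervals. Progenitor-like cells reach 8.66% in neoAg SLP vax and Bhlhe40-high-like cells 33.7% in combination ICT, while naive/memory-like cells range from 2.19% in neoAg SLP vax to 33.9% in anti-CTLA-4.

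The vaccine comparison asked what a tumor-specific peptide changed relative to an irrelevant peptide with the same adjuvant. Progenitor-like cells made up 8.66% (8.05 to 9.31%) of the neoAg SLP vax pool and 0.938% (0.723 to 1.2%) of the control vax pool, a 9.24-fold higher share. Ribosome biogenesis-like cells were 2.09-fold more frequent, at 14.1% against 6.77%. Effector/exhausted-like cells were 1.62-fold less frequent (12.2% against 19.7%), naive/memory-like cells 2.28-fold less frequent (2.19% against 5.0%) and Bhlhe40-high-like cells 1.64-fold less frequent (2.97% against 4.88%). Cycling-like cells were close to equal, at 46.1% and 48.5%, as were IFN-stimulated-like cells, at 2.27% and 2.78%. Cycling-like and ribosome biogenesis-like cells counted together, an alternative added after the data were seen, were at 60.3% (59.2 to 61.4%) and 55.2% (54.1 to 56.4%). The receptor beta V genes differed beside these shares. Trbv29 was read in 83.4% of control vax cells with a V gene call, in 0.269% of neoAg SLP vax cells and in 16.4% of control mAb cells. With Trbv29 cells left out, an alternative added after the data were seen, 2084 control vax cells remained, of which 1143 had no V gene call, so they may carry Trbv29, and 35.2% were in unnamed clusters, against 11.4% before. A second alternative therefore kept only cells with a call of another V gene (941 control vax and 6308 neoAg SLP vax cells). The progenitor-like log2 ratio was 2.25 in the first and 1.61 (10.1% against 3.29%) in the second, in place of 3.21, and the effector/exhausted-like ratio was -0.06 and -0.85 (12.8% against 23.2%), in place of -0.70. Bhlhe40-high-like cells had the opposite direction in both, at 3.44% of neoAg SLP vax against 0.956% of control vax in the second. There, cycling-like cells were no longer close to equal (51.1% against 35.3%), and ribosome biogenesis-like cells were at 17.4% against 4.14%, naive/memory-like cells at 1.95% against 25.2% and IFN-stimulated-like cells at 2.30% against 7.33%. Both alternatives take most called cells from control vax and few from neoAg SLP vax. In control vax Trbv29 was read in 97.2% of Bhlhe40-high-like, 91.5% of ribosome biogenesis-like and 89.1% of cycling-like cells with a call. Removal by itself thus lowers the control vax shares of these classes. Values without Trbv29 cells, here and below, show how far a result rests on those cells and do not estimate the effect of the peptide. Without integration of the libraries the progenitor-like log2 ratio was 4.13.

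Cells with UMIs of both Tcf7, which encodes the stem-like T cell factor TCF-1, and Pdcd1, which encodes PD-1, gave a readout that needed no clustering. After each cell was thinned to 3000 UMIs, 7.11% (6.51 to 7.74%) of neoAg SLP vax cells and 0.761% (0.556 to 1.02%) of control vax cells held both. The shares were 3.12% in control mAb, 2.57% in anti-CTLA-4, 2.47% in anti-PD-1 and 1.40% in combination ICT. Shallower cells left out were 9.91% of the combination ICT pool and up to 14.5% of the others. Without thinning the shares were 13.3% in neoAg SLP vax, 2.51% in control vax, 7.45% in control mAb, 7.42% in anti-CTLA-4, 5.44% in anti-PD-1 and 3.79% in combination ICT. The log2 ratio of neoAg SLP vax over control vax was 3.22 after thinning, 2.41 without it, 3.99 at 1000 UMIs, 1.71 with Trbv29 cells left out and 1.66 among cells with a call of another V gene. In the stromal cluster, which should lack both genes, 0 of 58 thinned cells held both (interval up to 6.16%). Median depth before thinning was 11445 UMIs there, 13274 in neoAg SLP vax and 10702 in control vax. Pdcd1 was read in 8.62% of the stromal cells but in 74.6% of neoAg SLP vax and 68.8% of control vax cells. Stromal cells would thus seldom hold both genes at any background of Tcf7. The 0 of 58 therefore does not measure background in the share with both. Tcf7 alone was read in 8.62% (2.86 to 19.0%) of the stromal cells, in 4.53% of control vax and in 10.99% of neoAg SLP vax cells. The stromal cells come from several libraries, and Cd8a was read in 19.0% of them, so they may hold T cell RNA and give a rough background only. By the stromal cells alone, the level of Tcf7 cannot be told from background RNA in these pools. Background RNA would fall on cells with and without Pdcd1 alike. In control vax, 45 of the 268 thinned cells with Tcf7 held Pdcd1, against 4069 of all 5912. That argues against background as the main source of Tcf7 in control vax. In neoAg SLP vax the counts were 491 of 759 and 5149 of 6906, which do not decide it. Background may also add to the share with both. In control vax that share was 0.761%, but background may differ between libraries.

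Within the neoAg SLP vax and control vax pools as a whole, the progenitor and memory list had a median log2 ratio of 0.57 (0.38 to 0.62), with 6 of 12 members at least 1.5-fold higher. Id3 (2.15), the chemokine receptor gene Ccr7 (2.12) and Tcf7 (1.65) had the highest log2 ratios, and Il7r (-0.52) and Sell (-0.71) the lowest. That median was -0.80 (-0.87 to -0.75) with Trbv29 cells left out and -0.95 (-0.99 to -0.88) among cells with a call of another V gene, the opposite direction. The ribosome biogenesis list was higher (median 0.41; Srm 0.75, C1qbp 0.62), as were G1/S replication genes (0.25), G2/M genes (0.15) and glycolysis genes (0.14). Costimulation genes had a median of 0.24 with members on both sides: 0 of 8 were at least 1.5-fold higher, and Cd226 (-1.14) and Slamf1 (-0.76) were at least 1.5-fold lower. Interferon response genes were lower (median -0.50, 5 of 14 members at least 1.5-fold lower; Ifit3 -0.84), as were tissue residency genes (-0.41; Zfp683 -2.27, Itga1 -1.63). Effector molecule genes had a median of -0.40, with the granzyme gene Gzmf at -1.47, the chemokine gene Ccl5 at -0.86 and Gzmk at 0.76; inhibitory receptor genes had a median of -0.17, with Pdcd1 at 0.12 and Cd244a at -1.38. Among cells with a call of another V gene these medians were -0.03 (-0.06 to 0.003) and 0.61. T cell receptor (TCR) activation genes (-0.30), survival genes (-0.31), circulating effector genes (-0.23) and cytokine receptor and homing genes (-0.19, although Ccr7 is a member) were lower. Apoptosis genes (-0.04; 0.04 under TMM scaling), dissociation stress genes (-0.04; 0.04 under TMM scaling), mitochondrially encoded respiration genes (0.03) and the 10 genes the study named for combination ICT (0.01) lay close to 0. Among cells with a call of another V gene the median was 0.54 for G1/S, 0.59 for glycolysis, 0.44 for the 10 combination ICT genes, 0.27 for TCR activation and 0.10 for apoptosis genes, -1.11 for interferon response, -0.14 for circulating effector and -0.23 for dissociation stress genes, and intervals held 0 for G2/M (-0.003), survival (-0.05) and mitochondrially encoded respiration genes (-0.01).

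Among single genes, Ccr6, the receptor for the chemokine CCL20 (ENSMUSG00000040899, chromosome 17, 8236043 to 8257141), was 19.4-fold higher in neoAg SLP vax, at 7.80 against 0.403 CPM (UMIs scaled to the pool's total). It also stood among the 10 leading genes of the progenitor-like cluster. The peptide transporter gene Slc15a2 (ENSMUSG00000022899, chromosome 16, 36750177 to 36784962) was 11.6-fold higher and Lad1 7.31-fold higher. Igfbp2, with no UMI in control vax, was at least 23.4-fold higher against a floor of 3 counts. Xlr, Fam81a, Acaa1b, Plagl1, Zfp972 and Smoc1 were 9.83- to 29.8-fold higher. Capn11 (log2 ratio 5.76, 4.20 to 8.05) and Cxcl13 (6.61, up to 11.92) rested on 3 and 1 UMIs in control vax. In the other direction, Clnk, an adaptor of immunoreceptor signalling (ENSMUSG00000039315, chromosome 5, 38706462 to 38876812), was 38.9-fold lower, the killer lectin-like receptor gene Klri2 (ENSMUSG00000043932, chromosome 6, 129729041 to 129740484) 6.14-fold lower and Calca, which encodes the neuropeptide CGRP, 7.02-fold lower. Cfap74, Magi1, Fsd2, Rbm44, Dnajc6, Vipr2, Fam78b, Ppp2r2c and Rai14 were 6.13- to 10.2-fold lower. With Trbv29 cells left out (25.2% of the control vax UMIs that remained were from cells with no V gene call), 8 of the 12 genes named as higher could be measured, and all lay closer to 0, at log2 ratios from 0.92 (Slc15a2, in place of 3.53) to 2.67 (Plagl1, in place of 3.30). The other 4 (Igfbp2, Capn11, Cxcl13 and Fam81a) had fewer than 3 UMIs left in control vax. Ccr6 was at 2.51 in place of 4.27, on 16 control vax UMIs, and Lad1 at 1.81 in place of 2.87. Among the genes named as lower, Klri2 was at -0.18 in place of -2.62, Calca at -0.21 in place of -2.81, Fsd2 at -1.85 in place of -3.14, Rbm44 at -2.13 in place of -3.00 and Cfap74 at -2.63 in place of -3.25, while Clnk was at -4.92 in place of -5.28.

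The vaccines were then set against control mAb, from which they differ in treatment, library and UMIs per cell. Cycling-like cells made up 48.5% of control vax and 46.1% of neoAg SLP vax cells against 19.0% of control mAb cells, 2.55- and 2.42-fold higher shares. Naive/memory-like cells were 6.16-fold less frequent in control vax and 14.0-fold less frequent in neoAg SLP vax. Ribosome biogenesis-like cells were 2.14-fold (control vax) and 4.48-fold (neoAg SLP vax) more frequent. Progenitor-like cells were 3.29-fold (2.71 to 4.03) more frequent in neoAg SLP vax and 2.80-fold less frequent in control vax. With naive/memory-like cells left out of every pool, the log2 ratio of cycling-like cells in neoAg SLP vax was 0.78 in place of 1.28. IFN-stimulated-like cells were 2.29-fold (control vax) and 2.81-fold (neoAg SLP vax) less frequent.

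Among cells with a call of another V gene, ribosome biogenesis-like cells had the opposite direction in control vax, at 4.14% against 4.77% in control mAb, and so did IFN-stimulated-like cells, at 7.33% against 6.96%, with overlapping intervals in both classes. The control vax and control mAb shares were then 35.3% and 20.9% for cycling-like, 25.2% and 35.8% for naive/memory-like and 3.29% and 3.52% for progenitor-like cells.

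G2/M genes had median log2 ratios of 0.73 in control vax and 0.93 in neoAg SLP vax, with 12 and 11 of 16 members at least 1.5-fold higher, and Birc5, an inhibitor of apoptosis needed in mitosis, stood at 1.02 and 1.18. G1/S genes were at 0.39 (0.04, -0.04 to 0.10, among cells with a call of another V gene) and 0.62. Values marked "other V" below are from the same cells. Ribosome biogenesis genes were at -0.27 in control vax (-0.49 other V), with 0 of 12 members above 0, and 0.12 in neoAg SLP vax. Over all cells the list in control vax thus did not follow the share of the class. In the other V cells the list was lower and the share was 4.14% against 4.77% in control mAb, with overlapping intervals. The progenitor and memory list had medians of -2.23 (-0.63 other V) and -1.57, although progenitor-like cells were more frequent in neoAg SLP vax, led in both by the lymph node homing receptor gene Sell, at -3.81 and -4.52. In neoAg SLP vax Slamf6 (0.00) was level with control mAb, and Id3 stood at -0.70. Interferon response genes were at -0.55 (0.08 other V) and -1.0, with Oasl2 at -2.54 and -3.22. Inhibitory receptor genes were at 0.50 in control vax (-0.23 other V) and 0.23 in neoAg SLP vax, with Pdcd1 at 0.83 and 0.94. Effector molecule genes were at 0.43 (0.18 other V) and 0.20, with Gzmf at 5.75 and 4.29, Prf1 (perforin) at 1.06 and 1.29 and Ccl5 at -0.61 and -1.47. Mitochondrially encoded respiration genes were at -0.11 in control vax (0.04 under TMM scaling) and -0.10 in neoAg SLP vax (0.12 under TMM scaling). TCR activation genes were at 0.23 in control vax (-0.39 other V) and -0.22 in neoAg SLP vax (0.00 under TMM scaling). Beside these, dissociation stress genes were at -0.45 in control vax (9 of 10 members below 0) and -0.62 in neoAg SLP vax (8 of 10), with Fos among the lowest in both. Gzmf (ENSMUSG00000015441, chromosome 14, 56205263 to 56211417) also led the genes named by size in control vax and came second to Serpinb9b in neoAg SLP vax, at 53.9-fold higher in control vax and 19.5-fold higher in neoAg SLP vax than its 0.520 CPM in control mAb. Reads of Gzmf, Gzme and Gzmc, neighbouring and similar granzyme genes, may be split between them by the counting. Serpinb9b, a serine protease inhibitor gene with no UMI in control mAb, was at least 34.6-fold (control vax) and 25.9-fold (neoAg SLP vax) higher, and Gzme at least 19.4-fold higher in control vax. Ifitm1 was 11.1- and 4.6-fold higher. Igfbp4 was 21.2-fold (control vax) and 58.4-fold (neoAg SLP vax) lower and Auts2 30.3- and 70.4-fold lower. Other genes named in control vax were Dlc1, higher on 2 UMIs in control mAb (log2 ratio 5.64, 3.77 to 8.70), Klri2, 15.3-fold higher, and Mef2c, Tshz3, St6gal1 and Cxcl13 (1 UMI in control vax), which were lower (log2 ratios from -4.03 to -8.04). In neoAg SLP vax, Sell (ENSMUSG00000026581, chromosome 1, 164061982 to 164084181) was 22.9-fold lower, Gldc, which encodes an enzyme of glycine breakdown, was 5.87-fold and Capn11 9.49-fold higher, Dlc1 higher on the same 2 UMIs (log2 ratio 4.26, 2.37 to 7.33), and Cd163l1, Slc16a5 and Dmrta1 were 30.9- to 46.6-fold lower. Without Trbv29 cells the control vax log2 ratios were 2.57 for Gzmf in place of 5.75, 1.97 for Ifitm1 in place of 3.47 and 1.59 for Klri2 in place of 3.94, -2.34 for Igfbp4 in place of -4.40 and -2.66 for Auts2 in place of -4.92, and from -1.80 to -2.91 for Mef2c, Tshz3 and St6gal1. Cxcl13, Serpinb9b, Gzme and Dlc1 had 0, 0, 1 and 10 UMIs left in control vax.

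Anti-CTLA-4 was compared with control mAb to describe blockade of that receptor alone. The class shares stayed close to those of control mAb: naive/memory-like cells were 33.9% of the pool, cycling-like cells 21.9% and progenitor-like cells 3.13%. Effector/exhausted-like cells were 1.37-fold less frequent (16.3%) and IFN-stimulated-like cells 1.84-fold less frequent (3.46%). Bhlhe40-high-like cells were at 3.79% (2.96 to 4.78%). Inhibitory receptor genes were lower, with a median log2 ratio of -0.56 (-0.63 to -0.47) and 5 of 10 members at least 1.5-fold lower, among them Tox, a transcription factor gene of exhausted T cells (-1.58), Pdcd1 (-1.10) and Tigit (-0.93). TCR activation genes were at -0.54 (Nr4a2 -1.74, Egr1 -1.04) and interferon response genes at -0.60. Among cells with a call of another V gene than Trbv29, dissociation stress genes were lower too, at -0.14 (-0.16 to -0.10), beside TCR activation genes at -0.50 (-0.58 to -0.39). Effector molecule genes were at 0.18, with Gzma at 2.35, Gzmc at 2.05 and Gzmb at 0.77. Il12rb2 (1.08) and Il2ra (0.90), cytokine receptor genes, were higher and Xcl1 (-1.81) was lower. Ifitm1 (ENSMUSG00000025491, chromosome 7, 140967221 to 140969825) and Ifitm2, similar neighbouring genes of interferon-induced membrane proteins whose reads may be split, were 14.9- and 9.95-fold higher. Xlr, Phlda3, Fxyd7 and Ltb4r1 were 8.35- to 14.1-fold higher. Nrgn was 7.19-fold and Igfbp7 16.0-fold lower, Cxcl13, with no UMI under anti-CTLA-4, at least 18.2-fold lower, and Slc16a11, Ccr6 and Mef2c had 2, 1 and 4 UMIs under anti-CTLA-4 (log2 ratios -6.51, -5.73 and -4.90).

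Under anti-PD-1, effector/exhausted-like cells were 1.42-fold (1.27 to 1.58) more frequent than in control mAb, at 31.5% against 22.3%, and naive/memory-like cells 1.93-fold less frequent, at 15.9%. Bhlhe40-high-like cells were 2.02-fold (1.52 to 2.67) more frequent, at 5.63%, and IFN-stimulated-like cells 1.46-fold, at 9.29%. Progenitor-like cells were at 2.21% (1.55 to 3.06%). Effector molecule genes had a median log2 ratio of 0.52 (0.50 to 0.55), with 6 of 14 members at least 1.5-fold higher and Gzmf (4.66), Gzma (1.36) and Gzmk (1.00) leading. Residency genes (0.41; Rgs2 0.85, Rgs1 0.81, but Itgae -1.195), TCR activation genes (0.32; Nr4a1 0.99, Dusp5 0.95, but Egr2 -0.85), inhibitory receptor genes (0.31; Ctla4 0.84, Lag3 0.66) and interferon response genes (0.25; Isg15 0.50, but Oasl2 -0.775) were higher. Among cells with a call of another V gene than Trbv29, dissociation stress genes were higher too, at 0.17 (0.12 to 0.21), beside TCR activation genes at 0.31 (0.27 to 0.39). The progenitor and memory list was at -0.99 (Ccr7 -2.09, Xcl1 -2.02, Sell -1.51) and ribosome biogenesis genes at -0.58 (Srm -1.05). Among genes named by size, Gzmf was 25.3-fold, Ifitm1 4.43-fold, Ifitm2 3.48-fold, Gzma 2.57-fold and Cacnb3 and Slc17a6 5.45- and 4.54-fold higher (Slc17a6 log2 ratio 2.83 in place of 2.18 without Trbv29 cells). Dapl1 and Igfbp4 were 5.49- and 5.34-fold lower, Lad1 15.5-fold, Mef2c 8.72-fold and Ccr6 21.2-fold lower (2 UMIs; log2 interval -7.47 to -2.53), and Cxcl13, with no UMI, at least 14.6-fold lower.

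Combination ICT was compared with control mAb and, within the same library, with each antibody alone. Bhlhe40-high-like cells made up 33.7% (30.7 to 36.8%) of the combination ICT pool, a 12.1-fold (9.83 to 15.0) higher share than in control mAb, 8.89-fold higher than under anti-CTLA-4 and 5.99-fold higher than under anti-PD-1. Effector/exhausted-like cells were at 29.8%, 1.34-fold above control mAb and close to anti-PD-1. Cycling-like cells, at 9.27%, were 2.05-fold less frequent than in control mAb and 2.37- and 2.33-fold less frequent than under anti-CTLA-4 and anti-PD-1. IFN-stimulated-like cells, at 2.0%, were 3.19-fold less frequent than in control mAb and 4.64-fold less frequent than under anti-PD-1, and naive/memory-like cells, at 13.3%, were 2.32-fold less frequent than in control mAb. Progenitor-like cells, 9 of 949, were 2.77-fold less frequent than in control mAb (log2 ratio -1.47, -2.63 to -0.50). Without integration the progenitor-like log2 ratio was -3.36, and no cluster was named Bhlhe40-high-like. At clustering resolution 0.5 with naming ties broken by share of markers, the log2 ratio of Bhlhe40-high-like cells over control mAb was 2.52 in place of 3.60.

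Over the whole pools, TCR activation genes had a median log2 ratio of 0.92 (0.83 to 1.03) over control mAb, with 9 of 15 members at least 1.5-fold higher (Dusp5 1.94, Fosl2 1.91, Bhlhe40 1.68), although Egr2 (-2.33) and Egr3 (-1.98), induced by the same signal, were lower. Several of these genes are also markers of the Bhlhe40-high-like class. The same list was at 0.68 over anti-PD-1 and 1.74 over anti-CTLA-4, beside dissociation stress genes at -0.31 and 0.11 (0.09 to 0.14; Fos highest in both). Effector molecule genes were at 0.73, with 9 of 14 members at least 1.5-fold higher, Gzma at 2.85 and Gzmc at 2.10. Cytokine receptor and homing genes were at 0.44 (Ccr2 1.87, Il12rb2 1.38, Ccr5 1.04, but Ccr7 -1.69) and residency genes at 0.46 (Itga1 1.21, but Itgae -1.595). All 16 G2/M genes were at least 1.5-fold lower than in control mAb (median -0.87), and so were 14 of 16 G1/S genes (-1.0), 12 of 14 interferon response genes (-1.10; Usp18 -1.83, Ifi27l2a -1.75) and 10 of 12 ribosome biogenesis genes (-0.78; Srm -1.49). The progenitor and memory list was at -0.75, with Xcl1 at -2.89 and Il7r at 0.93. Inhibitory receptor genes had a median of -0.19 (-0.29 to -0.11), at percentile 16.1 among random lists and at -0.06 (-0.16 to 0.04) among cells with a call of another V gene than Trbv29, with members on both sides: Tox stood at -1.40 and Pdcd1 at -0.46, but Ctla4 at 0.92. That list was at -0.54 over anti-PD-1 and 0.47 over anti-CTLA-4. Interferon response genes were at -1.38 over anti-PD-1, with all 14 members at least 1.5-fold lower, and at -0.44 over anti-CTLA-4. The remaining lists lay within 0.15 of 0 against control mAb: mitochondrially encoded respiration -0.14, glycolysis -0.10 (0.01 under TMM scaling), dissociation stress -0.07 (0.04 under TMM scaling), circulating effector -0.06 (0.04 under TMM scaling), apoptosis 0.06, costimulation 0.03 and survival 0.03. The 10 genes the study named for combination ICT had a median of 0.40.

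**Figure D2:**
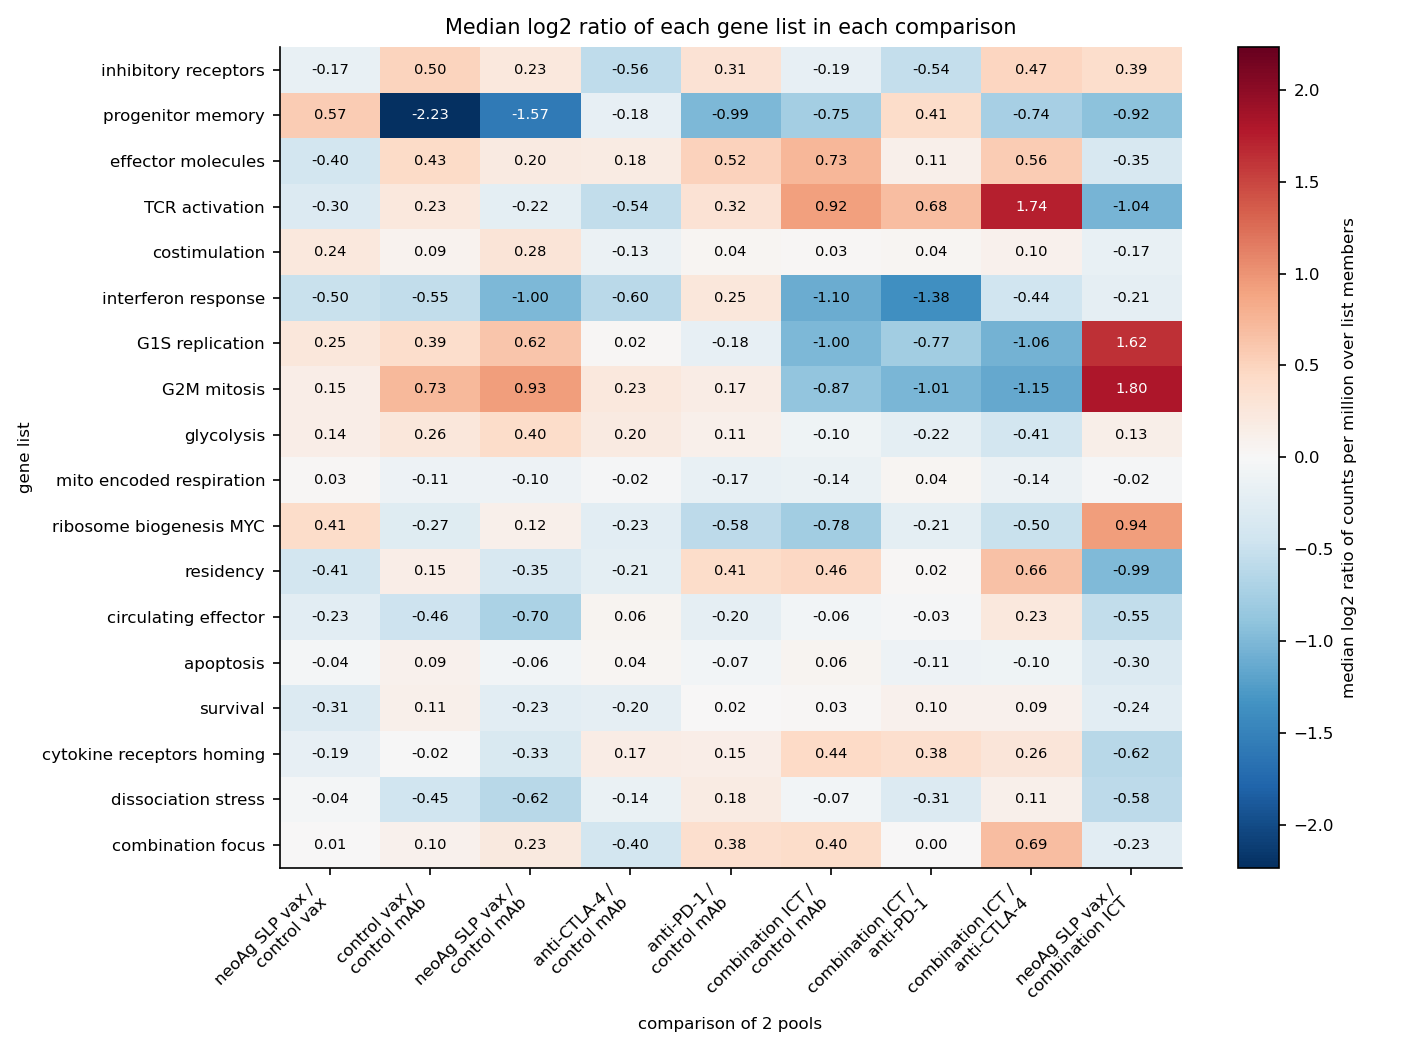
Median log2 ratio of CPM over the members of each gene list (rows) in each comparison of 2 pools (columns), with red for higher and blue for lower in the pool named first. G2/M genes stand at 0.93 for neoAg SLP vax and -0.87 for combination ICT over control mAb, and TCR activation genes at 0.92 for combination ICT.

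The genes with the largest differences between combination ICT and control mAb were led by Ifitm1 (20.5-fold higher) and Ifitm2 (18.5-fold higher). Gzma, which encodes granzyme A (ENSMUSG00000023132, chromosome 13, 113093825 to 113100981), was 7.23-fold higher at 369 against 51.1 CPM, Itgax (integrin alpha X) 5.95-fold, Anxa1 (annexin A1) 5.88-fold, Csf1 (macrophage colony-stimulating factor) 5.30-fold, Cdkn1a (the cell cycle inhibitor p21) 4.96-fold and Lgals3 (galectin 3) 4.46-fold higher. Gstm5, Esm1, Clec12a and Selenom were 5.05- to 10.3-fold higher. Xcl1, a chemokine gene for dendritic cells that express XCR1 (ENSMUSG00000026573, chromosome 1, 164931644 to 164935527), was 7.41-fold lower, at 53.4 against 396 CPM. Nrgn was 5.86-fold lower, and Sema6d, Slc16a11, Cd83, Rgs8, Igfbp7, Chst2 and Slfn5 were 5.23- to 11-fold lower. Ccl1 (log2 ratio -5.32, -7.60 to -3.77) and Mef2c (-4.08, -6.36 to -2.52) had 3 UMIs each under combination ICT, and Cxcl13 had none and was at least 7.69-fold lower. Over anti-PD-1, Ifitm2 (5.32-fold), Ifitm1 (4.63-fold), Anxa1 (4.43-fold), Csf1 (4.31-fold), Gstm5 (7.08-fold) and Igf1r (6.37-fold) were higher, and the interferon-induced genes Ifit3b (4.70-fold), Usp18 (3.85-fold), Cxcl10 (4.09-fold) and Ifi27l2a (3.4-fold) were lower, with Spp1 (7.36-fold) and Slc17a6 (7.69-fold). Over anti-CTLA-4, Dusp5 (6.15-fold), Csf1 (5.66-fold), Spry1 (5.68-fold), Csrnp1 (5.36-fold), Fosl2 (4.62-fold) and Junb (4.49-fold) were higher, and Trat1 (9.13-fold), Rln3 (10.8-fold), Dnph1 (7.62-fold), Cd74 (5.90-fold), Ccl1 (log2 ratio -3.80, -6.11 to -2.21) and Il21 (-4.10, -6.40 to -2.52) were lower.

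Within the effector/exhausted-like and Bhlhe40-high-like classes, 10 genes that the study's text names for combination ICT were read. The study chose them on these samples, so their directions are not independent evidence, and Bhlhe40 also names its class. Among effector/exhausted-like cells, combination ICT over control mAb gave log2 ratios of 1.66 for Il7r (1.5 to 1.82), 1.16 for Bhlhe40, 0.70 for Icos and 0.49 for Cd28, whereas Fasl was at 0.03 (-0.16 to 0.21). Tox was at -1.60 (-1.78 to -1.43), Tigit at -0.78, Entpd1 at -0.75, Pdcd1 at -0.51 and Lag3 at -0.32. Anti-CTLA-4 alone gave -1.01 for Tox, -0.64 for Tigit, -0.47 for Pdcd1, -0.39 for Entpd1, -0.11 (-0.24 to 0.01) for Lag3 and 0.82 for Il7r in that class, and anti-PD-1 alone gave 0.66 for Bhlhe40, 0.50 for Lag3 and 0.36 for Pdcd1. In Bhlhe40-high-like cells of combination ICT, Il7r stood at 2.44, Icos at 1.18, Bhlhe40 at 1.14, Cd28 at 0.92 and Fasl at 0.39, and Tox at -2.79 (-3.07 to -2.52), Lag3 at -1.34, Entpd1 at -0.99, Pdcd1 at -0.98 and Tigit at -0.74. In the 69 such cells of anti-CTLA-4, Il7r stood at 0.81, Tigit at -0.79, Fasl at -0.79, Cd28 at -0.56, Pdcd1 at -0.545, Tox and Bhlhe40 at -0.47, Icos at -0.39, Lag3 at -0.17 (-0.41 to 0.06) and Entpd1 at 0.05 (-0.43 to 0.53). The effector/exhausted-like class joined cluster 0 with cluster 13, which was led by Ifitm1, Ifitm2, Ifitm3, Anxa1 and Csf1. Cluster 13 held 37.8% of the class in combination ICT, 20.5% in anti-CTLA-4, 4.61% in anti-PD-1 and 8.95% in control mAb.

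**Figure D3:**
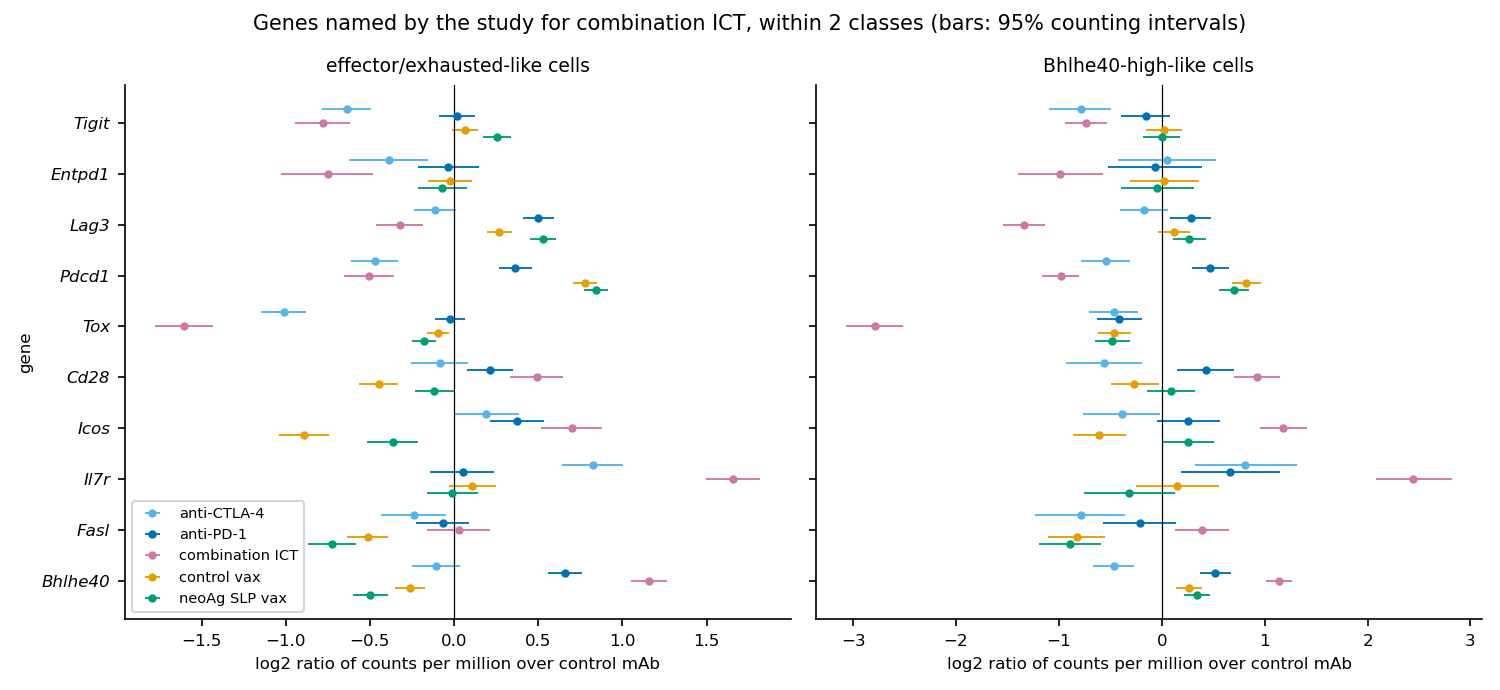
Log2 ratio of CPM over control mAb (x axis) for 10 genes (y axis) in effector/exhausted-like cells (left) and Bhlhe40-high-like cells (right), with 1 point per pool and whiskers for 95% counting intervals. Combination ICT stands farthest to the right for Il7r (1.66 and 2.44) and farthest to the left for Tox (-1.60 and -2.79).

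NeoAg SLP vax and combination ICT were compared directly, since the study sets neoantigen vaccines against ICT. Bhlhe40-high-like cells were 11.4-fold less frequent in neoAg SLP vax, and progenitor-like (9.14-fold, 4.78 to 20.1), ribosome biogenesis-like (10.3-fold) and cycling-like cells (4.97-fold) were more frequent. G2/M genes were at a median log2 ratio of 1.80 and G1/S genes at 1.62, with all 16 members of each at least 1.5-fold higher, and ribosome biogenesis genes at 0.94 (Srm 1.95). TCR activation genes were at -1.04 (Egr1 -1.79, Fosl2 -1.75), beside dissociation stress genes at -0.58 (-0.63 to -0.54; 5 of 10 members at least 1.5-fold lower, Fos lowest), residency genes at -0.99, the progenitor and memory list at -0.92 (Sell -3.34, Il7r -2.70, but Xcl1 2.11 and Id3 0.84) and effector molecule genes at -0.35 (Gzma -3.68, Ccl5 -2.80). Inhibitory receptor genes were at 0.39, at percentile 86.6 among random lists, with members on both sides: Pdcd1 (1.40), Tox (1.39) and Tigit (0.62) were at least 1.5-fold higher in neoAg SLP vax, and Cd101 (-0.73) and Ctla4 (-0.67) at least 1.5-fold lower. Mitochondrially encoded respiration genes were at -0.02 (0.10 under TMM scaling). Itgax was 26.3-fold, Igf1r 16.0-fold, Kcnj8 15.4-fold, Esm1 14.5-fold, Klf3 13.8-fold and Gzma 12.9-fold lower in neoAg SLP vax. Nrgn was 9.04-fold, Slc16a11 13.6-fold and the meiotic recombination gene Mnd1 13.3-fold higher, and Ccr6, C2cd4b and Ccl1 had 2, 3 and 3 UMIs in combination ICT (log2 ratios 4.72, 4.47 and 4.42).

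The beta V gene read in each cell gave a rough view of which clones filled the pools. V genes whose sequences are close, such as Trbv13-1, Trbv13-2 and Trbv13-3 or Trbv12-1 and Trbv12-2, may share reads. The effective number of V genes was 13.8 in control mAb, 16.5 in anti-CTLA-4, 14.5 in anti-PD-1, 8.64 in combination ICT, 10.2 in neoAg SLP vax and 1.43 in control vax. Trbv13-1 was the most used gene of combination ICT, at 26.9% of cells with a V gene call against 4.35% in control mAb, and reached 37.9% of its Bhlhe40-high-like cells. In control vax, effector/exhausted-like cells used 1.44 effective V genes and naive/memory-like cells 15.5. Trbv19 led in neoAg SLP vax, at 17.2% against 7.80% in control mAb.

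**Figure D4:**
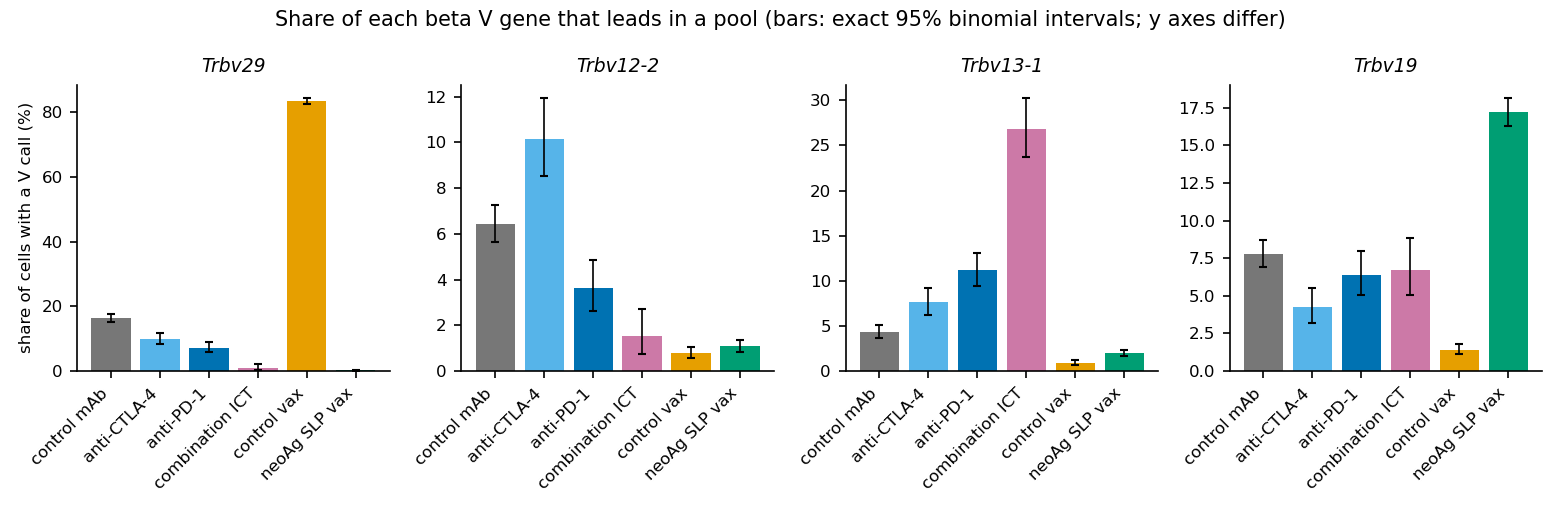
Share of cells with a beta V gene call (y axis, %) that carry each pool's leading V gene, with 1 panel per gene, a bar per pool (x axis) and whiskers for exact binomial 95% intervals. Trbv29 reaches 83.4% in control vax and Trbv13-1 26.9% in combination ICT.

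Markers of other cell types were read in each pool after the stromal cluster was removed. Summed CPM of the macrophage list ran from 12.6 to 23.4, of the stroma list from 22.2 to 43.1, of the melanoma list from 1.57 to 4.06, of the neutrophil list from 0.489 to 5.64 and of the erythroid list from 0.507 to 1.00. The sum of the dendritic cell list was higher under anti-CTLA-4 (81.4) and combination ICT (67.0) than in the other pools (25.8 to 33.1), led by Cd74 and Itgax. The median CPM of its genes was not higher, at 1.29 and 0.742 against 1.34 to 1.61 in the other pools, so the sum rests on a few genes. B cell markers, mostly Ighm and Igkc, were at 132 in control mAb, 123 in neoAg SLP vax and 40.2 to 79.4 in the other pools. NK cell and innate lymphoid markers ran from 67.9 to 108. The CD4 and regulatory T cell list ran from 349 to 619, led by Ctla4 and Tnfrsf18, which CD8 T cells also express. The gamma delta T cell list was at 82.4 in control vax, mostly Tcrg-C2, and 13.2 to 36.2 elsewhere.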

Values the study reported

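The paper reports 4459 cells for control mAb, 6723 for control vax and 7646 for neoAg SLP vax, and 937 to 1762 cells for the ICT conditions, from tumors of 5 mice pooled per group. It gives about 2.4% of cells in its Bhlhe40-high cluster under control mAb, an increase of about 2.6-fold with anti-PD-1 and more than 28% under combination ICT. For its cluster of PD-1+ TCF-1+ cells it gives increases of more than 3- and 8-fold with the neoantigen vaccine over control mAb and control vax.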

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

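The tests of T cells of other specificities, sequencing depth, hypoxia, library differences and stress against anti-CTLA-4, and the comparison of doublets with cells of matched UMI count, were chosen after the results were seen. The rules of the hypoxia, doublet, library (naive/memory-like cells) and anti-CTLA-4 stress tests were tightened after they had first been run: a list with fewer than 80% of members measured decides nothing, a class of doublets must not lie below matched cells, a range within a library counts only when as large as the gap between libraries, and a stress list above 0 excludes nothing.

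Over both antibodies together, 10 of 48 results compared had opposite directions with and without the other antibody. The effect of an antibody alone crosses libraries, the added effect lies within the ICT library, and the difference between these effects was not tested. Anti-CTLA-4 alone over control mAb and combination ICT over anti-PD-1 gave log2 ratios of 0.21 and -1.22 for the cycling-like share, 0.23 and -1.01 for G2/M genes, -0.54 and 0.68 for TCR activation genes, 0.20 and -0.22 for glycolysis genes, -0.18 and 0.41 for progenitor and memory genes, and -0.20 and 0.10 for survival genes. Anti-PD-1 alone over control mAb and combination ICT over anti-CTLA-4 gave 0.54 and -0.79 for the IFN-stimulated-like share, 0.17 and -1.15 for G2/M genes, 0.11 and -0.41 for glycolysis genes, and 0.25 and -0.44 for interferon response genes.

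Receptor V genes, which no comparison was planned on, stood above their control mAb level in each other pool's most used gene: Trbv12-2 at 10.1% of anti-CTLA-4 cells with a V gene call (6.41% in control mAb), Trbv13-1 at 11.2% of anti-PD-1 and 26.9% of combination ICT cells (4.35%), Trbv29 at 83.4% of control vax cells (16.4%) and Trbv19 at 17.2% of neoAg SLP vax cells (7.80%). Each gene was picked for its high share in that pool, so the choice itself favours a level above control mAb.

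Naive/memory-like cells make up 30.8% of the control mAb and 33.9% of the anti-CTLA-4 pool but 2.19% of the neoAg SLP vax pool. Lower depth in the control pools is argued against, since at 3000 UMIs per cell a Sell UMI was read in 23.7% of control mAb and 1.78% of neoAg SLP vax cells (13.3-fold). The stromal cluster, an imperfect measure of background RNA, had 3.45% (0.42 to 11.9%), so the fold is rough. A library difference stays open, since each of these pools but anti-CTLA-4 is a library of its own and the share differs 2.55-fold within the ICT library but 14.0-fold between control mAb and neoAg SLP vax. T cells of other specificities carried through the tetramer sort may contribute. They would use more V genes than effector/exhausted-like cells, and the ratio was 1.88 in control mAb, 1.32 in anti-CTLA-4, 1.97 in combination ICT, 10.8 in control vax and 1.34 in neoAg SLP vax but 1.16 with overlapping intervals in anti-PD-1. Naive/memory-like cells used 12.9 effective V genes in neoAg SLP vax and 15.1 to 16.1 in the other pools. In anti-PD-1 they used 15.1, and effector/exhausted-like cells were themselves diverse, at 13.0. The low ratio there is thus not evidence against other specificities. The ratio does not identify such cells either, so this stays open, along with a biological effect of the treatments.

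Bhlhe40-high-like cells are most frequent in combination ICT. Stress during dissociation is argued against for the difference from anti-PD-1 only as far as the stress list measures it. In effector/exhausted-like cells its median log2 ratio was -0.23 (-0.28 to -0.19), with all 10 members lower. Most members are heat shock genes, and Fos (-0.04) was nearly level. Cells under stress may have been placed in the Bhlhe40-high-like class, whose leading genes include Junb and Fosl2, and so left the cells tested. The list was lower over the whole pools too, but stress limited to that class, or of kinds the list does not cover, is not excluded. For the difference from anti-CTLA-4 stress stays open, as the list was at 0.21 (0.15 to 0.29, with Fos at 1.03). A library difference is argued against by the 5.99-fold higher share than under anti-PD-1 in the same library. Oxygen or nutrient stress in the tumor may take part. A hypoxia list was at 0.23 (-0.00 to 0.41) in Bhlhe40-high-like over effector/exhausted-like cells, but 5 of its 10 members were measured, so the test decides nothing. Hilpda and Bnip3, genes that low oxygen can induce, stood among the 10 leading genes of the class and were not among the measured members. They were seen as leading genes only and were not tested, so this explanation stays open. The effect of the antibodies together stays open, as 1 pool cannot separate it from the mice in that pool.

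Ribosome biogenesis-like cells carry the most UMIs per cell, hold 17 of the 20 cycling markers and are most frequent in neoAg SLP vax. Doublets of T cells as the source of the class are argued against in neoAg SLP vax only, and only as far as 2 V genes mark doublets. There, 2 V genes were read in 8.98% (7.36 to 10.8%) of these cells, in 18.5% of other cells of matched UMI count and in 30.6% of simulated doublets. The match was incomplete, with median UMIs of 23237.5 in matched cells and 28092.5 in the class. In control vax and control mAb the class (2.597% and 6.944%) also lay below simulated doublets (13.9% and 38.05%). Its intervals there overlapped those of matched cells (3.896% and 8.333%), so the matched comparison decides nothing in these pools. In the ICT library, 13.0% of hashtag doublets and 8.61% of singlets held 2 V genes. The readout thus marks few real doublets, and simulated doublets may overstate it. V gene UMIs per cell were not compared between the class and matched cells. The class may reflect cells in cycle, with a large RNA content, but no test separated the cell cycle from the vaccine. That is a hypothesis found on the same data.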

How the results depend on the processing

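Settings from the Scrublet score removal onward below, the removal of unnamed clusters, and naming ties broken by share of markers were added after the results were seen. With resolution 0.5 or 1.2, stricter cell filter, Scrublet calls, MULTIseqDemux or no minimum UMI count, every main result it applied to stayed within its counting interval, as it did with unnamed clusters left out or naming ties broken by share of markers. Values below are log2 ratios that moved beyond that interval; the cause was not tested. Main values: progenitor-like share 3.21 (neoAg SLP vax over control vax) and -1.47 (combination ICT over control mAb), effector/exhausted-like share 0.50 (anti-PD-1) and -0.70 (neoAg SLP vax over control vax), Bhlhe40-high-like share 3.60, cycling-like share 1.28 (neoAg SLP vax over control mAb), progenitor list 0.57, G2/M list 0.15, inhibitory list -0.19 (combination ICT) and -0.56 (anti-CTLA-4), TCR activation list 0.92, effector list 0.52 and Tcf7 with Pdcd1 share 3.22. Listed genes kept in clustering: progenitor-like 2.82, cycling-like 1.45. No integration: progenitor-like 4.13 and -3.36, effector/exhausted-like 0.75 and -0.88, cycling-like 1.49 (no Bhlhe40-high-like cluster was named, so no value). TMM: progenitor list 0.65, G2/M 0.23, inhibitory (combination ICT) -0.085, effector 0.56. Mean over cells: effector 0.61. Cycling-like cells left out: G2/M 0.60, inhibitory (combination ICT) -0.03, effector 0.61. Tcf7 with Pdcd1: 2.41 unthinned, 3.99 at 1000 UMIs. Highest Scrublet scores removed: G2/M 0.18. Naive/memory-like cells left out: effector/exhausted-like (anti-PD-1) 0.22, Bhlhe40-high-like 3.27, cycling-like 0.78, progenitor list 0.78, G2/M 0.13, inhibitory (combination ICT) -0.33, TCR activation 1.05, effector 0.40. Ribosome biogenesis-like cells counted as cycling: 1.44. Resolution 0.5 with ties by share: Bhlhe40-high-like 2.52, cycling-like 1.47. Naming by highest share of markers: cycling-like 1.17. Trbv29 cells left out: progenitor-like 2.25, effector/exhausted-like 0.74 (anti-PD-1) and -0.064 (neoAg SLP vax over control vax), progenitor list reversed at -0.80, G2/M 0.19, inhibitory -0.081 (combination ICT) and -0.45 (anti-CTLA-4), effector 0.64, Tcf7 with Pdcd1 1.71. Only cells with a call of another V gene: progenitor-like 1.61, effector/exhausted-like -0.85 (neoAg SLP vax over control vax), progenitor list reversed at -0.95, G2/M reversed at -0.003, inhibitory (combination ICT) -0.058, Tcf7 with Pdcd1 1.66. Of the 2084 control vax cells left without Trbv29 cells, 1143 had no V gene call and may carry it. Trbv29 and naive/memory-like cells left out: progenitor-like 2.04, effector/exhausted-like -0.27, progenitor list reversed at -0.38, G2/M 0.004, Tcf7 with Pdcd1 2.14. Of the 132 named gene ratios, TMM moved 9, leaving out cycling-like cells 32 and leaving out Trbv29 cells 36 of 129 measurable, and none changed direction. Of the 32 and 36, 2 and 5 had fewer than 3 UMIs left in a pool, which were set to 3, so those values are bounds. No paired analysis was possible because each treatment was 1 pool. Depth limits genes of combination ICT most, where 3 counts are 0.445 CPM.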

Other observations

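These values were read after the results were seen, and no explanation of them was tested. Within control vax, Trbv29 was read in 97.2% of Bhlhe40-high-like, 91.5% of ribosome biogenesis-like, 89.1% of cycling-like and 83.2% of effector/exhausted-like cells with a V gene call, and in 45.6% of progenitor-like cells. Among naive/memory-like cells of control vax the highest share was 9.54%, held by Trbv19 and Trbv29 alike. In control mAb, Trbv14 led among ribosome biogenesis-like cells at 30.8% and progenitor-like cells at 16.1%, against 8.08% in the whole pool. Among effector/exhausted-like cells, Trbv4 led in neoAg SLP vax, at 20.6% (13.7% in the whole pool) against 2.11% of the same class in control mAb, and Trbv5 in anti-CTLA-4, at 15.7% (6.65% in the whole pool) against 1.47%.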
